A study of Homo sapiens with 12 samples (transcriptomic, polyA RNA). Its data were reported in "Development of Bag-1L as a therapeutic target in androgen receptor-dependent prostate cancer" (2017).

How the data were processed

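RNA-seq was analysed in LNCaP cells, an established prostate cancer line that responds to androgen. A TALEN, an engineered nuclease, had been used to remove Bag-1L, the longest protein form made from the BAG1 gene, and the resulting knockout line (Bag-1L KO) was compared with a TALEN control line. Each line was cultured in full medium (FM), or starved of hormone for 72 h in medium with charcoal-stripped serum and then treated for 16 h with ethanol (EtOH, the vehicle) or with 10 nM dihydrotestosterone (DHT), an androgen. The labels placed the 12 samples in 6 groups, with 2 biological replicates per group, and gave every group replicate numbers 1 and 2.

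The values used were read counts per gene, as deposited by the authors, with no normalization. The authors prepared stranded poly(A) libraries with a TruSeq kit, sequenced them on an Illumina HiSeq instrument, mapped the reads to the human genome GRCh37 with TopHat and counted them per Ensembl gene with HTSeq. The HTSeq version, its strand setting and the Ensembl release were not stated. HTSeq leaves out reads that align to several places and reads that overlap several genes, so genes with near-identical copies or overlapping neighbours are counted low, and it keeps tallies of these reads. Each file held counts for 63677 gene identifiers and 5 such tallies. Replicates were not pooled.

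The gene counts of a sample summed to between 20826843 and 30354666. At these depths 3 counts, taken as the floor of detection, correspond to between 0.0988 and 0.144 CPM (counts scaled to a common total). Replicates were first compared by a chi-square of their counts over genes, scaled to equal totals. The chi-square per degree of freedom was between 3.49 and 41.65 in the 6 groups, above sampling noise in each, so no pair of samples was taken for a single library, and each sample was counted once.

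Gene symbols, positions, transcript lengths and GC contents were taken from a GENCODE annotation on GRCh37, which held 55665 of the gene identifiers. Genes with fewer than 10 counts summed over all samples were left out, which kept 26156 genes. Differential expression was tested with DESeq2 (version 1.42.0, R 4.3.3), as in the study's methods, in a single fit of all 12 samples with a coefficient per group, size factors by the median of ratios, Wald tests and unshrunken log2 fold changes. A gene passed the threshold when its Benjamini-Hochberg adjusted p was at most 0.05 and its fold change at least 1.5. DESeq2 gives no adjusted p to genes whose mean count is too low for a test to be useful, and such genes never passed. The fit and its thresholds were tested on simulated counts drawn from the real means and totals with 200 changed genes. The changes were 2-fold or 4-fold, in genes with a mean normalized count of at least 50, with the same spread per gene in every group. For DHT in control, DESeq2 recovered 94% of them with 2 false calls, and edgeR recovered 96% with 12 false calls. Smaller changes, scarcer genes and groups of unequal noise were not simulated, and these shares do not cover the interaction. In the same simulation a KO response set to 50% of the control response was recovered as 46.1%.

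The comparisons were DHT against EtOH in each line, the difference between these responses (an interaction contrast), KO against control in each culture condition, and FM against EtOH in each line. The size of the DHT response was compared as the median log2 fold change in the other line, signed by the direction in the line where the genes were selected, in percent of the median in that line. Its spread was the SD of a like percentage computed within replicate number 1 and within replicate number 2. That percentage used differences in log2 of the normalized count plus 1, with DHT and EtOH paired by number, and not the fitted fold changes.

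The genes named in the text were fixed by a rule written before the processed files were seen: BAG1, a list of androgen-responsive genes, and, for DHT in control, for the difference in DHT response and for KO against control in EtOH, the 3 largest rises and the 3 largest falls among genes past the threshold with a mean normalized count of at least 100 and the same direction in every replicate. Genes without a symbol were skipped. Some genes this rule covers, and a score over the whole list that was planned with its own alternatives, are not reported here. For a named gene, fold changes are given for the comparisons it was named for, and in places also for KO against control.

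Alternatives were edgeR's quasi-likelihood test (version 4.0.16) with TMM normalization, DESeq2 with TMM size factors, no filter on low counts, a filter of at least 10 counts in every sample, a prior on fold changes, a fit of only the samples compared, the replicate number as a block, counts thinned at random to 20826843 per sample, no fold change minimum, and each replicate left out in turn. A replicate block within each line, with a coefficient of its own for control and for KO, was added after the data had been seen. The tallies of uncounted reads were left out of all tests. In a comparison of 2 groups with 2 samples each, no split of the samples into other groups can reach a share under 0.05, and no such count was made. Splits over the culture conditions together could reach lower shares, and none is given here. Summaries and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.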

Results

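To ask whether loss of Bag-1L changes the androgen-dependent transcriptome, poly(A) RNA from control and Bag-1L KO LNCaP cells was sequenced in full medium (FM), after hormone starvation with vehicle (EtOH), and after starvation with 10 nM DHT for 16 h. Each of the 6 groups had 2 replicates. Gene counts totalled 23084334 and 26510205 in control FM, 26152290 and 22474837 in KO FM, 24834214 and 25665927 in control EtOH, 20826843 and 24957027 in KO EtOH, 26065289 and 27258492 in control DHT, and 30354666 and 25155276 in KO DHT. The 10 most abundant genes held between 3.35% and 6.31% of a sample's counts. The replicates of control EtOH lay farthest apart, with a median absolute log2 difference of 0.238 over 11374 genes with a mean normalized count of at least 100. This distance was 0.172 in control DHT, 0.127 in KO DHT, 0.084 in control FM, 0.083 in KO EtOH and 0.076 in KO FM. Labels gave no sequencing dates or batches, so no batch could be separated from the groups.

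The replicate numbers in the labels are shared by all groups, and the pairing they imply was checked by correlating, across genes, the replicate 2 minus replicate 1 differences of each pair of groups. The mean of the 15 correlations was 0.033, with a range from -0.415 to 0.692, and 8 of them were positive. The highest was between control EtOH and control DHT, whereas KO EtOH and KO DHT gave -0.214. Samples of the same number thus deviated together in some pairs of groups and oppositely in others. The fits without a block are given as the main results, each with its value under the replicate block common to all groups. A replicate block within each line was added after these correlations had been seen, and gave 1871 genes changed by DHT in control, 1261 in KO and 50 with a different response.

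**Figure D1:**
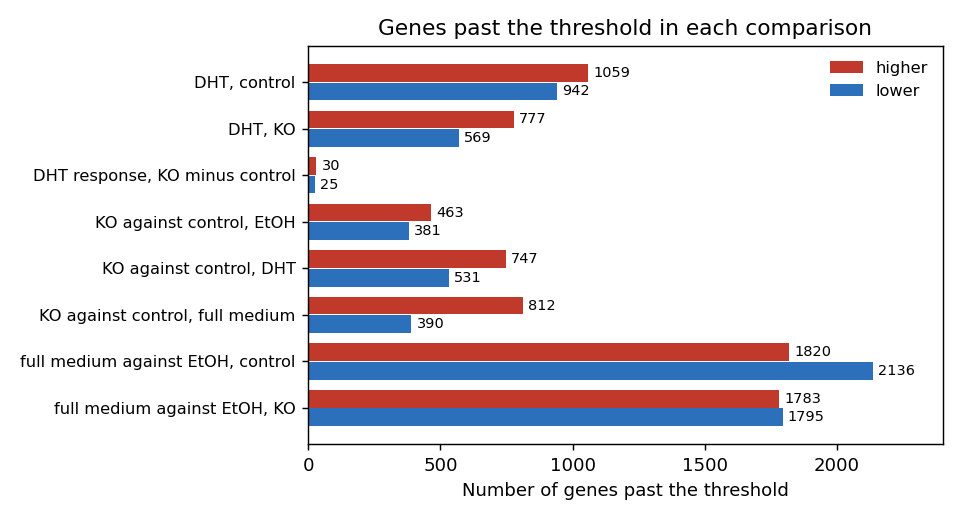
Number of genes past the threshold (adjusted p at most 0.05 and fold change at least 1.5) in each comparison, with genes higher in the first-named condition in red and genes lower in it in blue. The difference in DHT response between the lines had 30 genes higher and 25 lower, far fewer than any other comparison.

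The BAG1 gene (ENSG00000107262, chromosome 9, 33247818 to 33264718, minus strand, GRCh37) encodes Bag-1L and its shorter forms, and its transcript level was compared first. In EtOH the normalized count was 2202.1 ± 707.9 (SD, n = 2) in control and 1147.2 ± 62.5 (SD, n = 2) in KO, a log2 fold change of -0.94 (standard error 0.18, DESeq2 adjusted p = 6.35e-06). In DHT it was 2414.8 ± 305.4 (SD, n = 2) in control and 1094.5 ± 26.9 (SD, n = 2) in KO, with a log2 fold change of -1.14 (standard error 0.18, adjusted p = 7.71e-09). In FM the fall was smaller, at -0.43 (standard error 0.18, adjusted p = 0.068), and did not pass. The counts measure BAG1 mRNA as a whole and not its protein forms. Leaving out replicate 2 of control EtOH brought the EtOH value to -0.57, below the fold change minimum.

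The response to DHT was then determined in each line. In control cells 2001 genes passed the threshold, 1059 higher and 942 lower with DHT, out of 17535 tested. In KO cells 1346 genes passed, 777 higher and 569 lower, out of 17535 tested. The median size of the passing changes was 0.926 on the log2 scale in control and 0.978 in KO. With the replicate number as a block the counts were 1942 in control and 1317 in KO. Among the settings that kept the threshold, the control count moved most when only the control EtOH and DHT samples were fitted, to 1379, beside 1335 for KO under the same change.

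Both lines shared 1063 genes that passed with the same direction, 643 higher and 420 lower, and no gene passed with opposite directions. Another 938 genes passed in control only, and 283 in KO only. Passing in a single line is no test of a difference. Of the control-only genes, 908 (96.8%) moved in the same direction in KO, and 281 of these had an adjusted p of at most 0.05 there without reaching the fold change minimum. Their median log2 change was 0.772 in control and 0.442 in KO, signed by the control direction. Only 17 of them (1.8%) passed the test of the difference between the lines. The shared set was 1042 genes with the replicate block, and its lowest value in the fits that left out a replicate was 816 genes, without replicate 2 of KO EtOH.

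Over the 2001 genes selected in control, the median signed log2 fold change was 0.926 in control and 0.695 in KO, so that 75.0% ± 2.1 (SD over replicate numbers, n = 2) of the control response was kept in KO. Over the 1346 genes selected in KO, the medians were 0.978 in KO and 0.999 in control, so that 102.1% ± 0.5 (SD over replicate numbers, n = 2) of the KO response was seen in control. Selection raises the median in the line used to select, which lowers both percentages. The SD of the second percentage comes from replicate values of 100.6% and 101.3%. Both are below 102.1%, so it is not a spread around that value. The replicate block gave 76.1% and 101.3%. The first measure fell furthest, to 63.7%, when replicate 2 of control EtOH was left out.

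**Figure D2:**
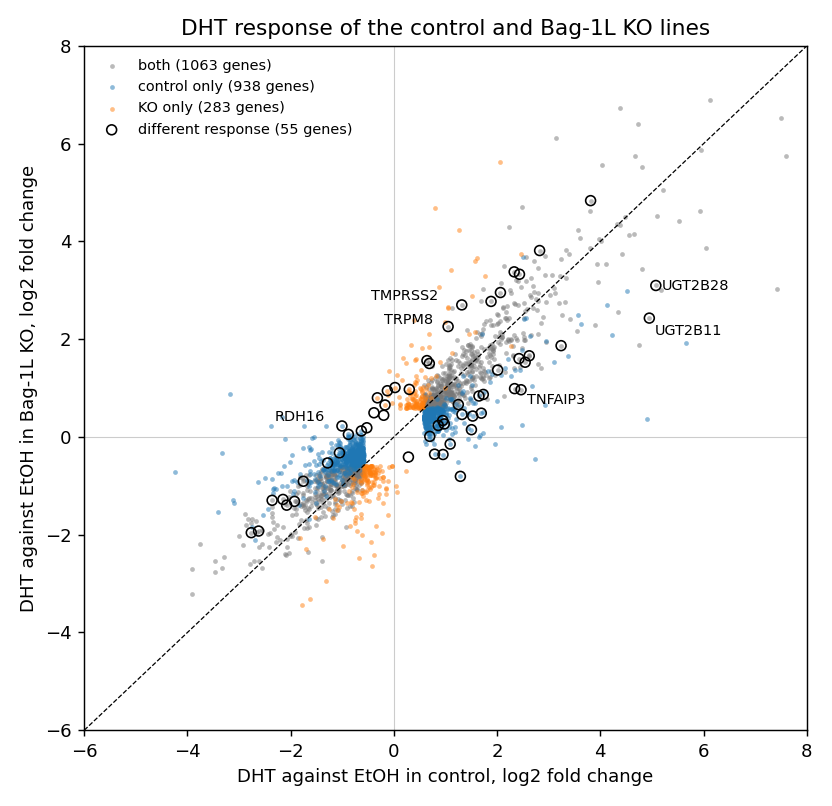
Log2 fold change of DHT against EtOH in control (horizontal) and in Bag-1L KO (vertical) for genes past the threshold in both lines (1063, grey), in control only (938, blue) or in KO only (283, orange), with the 55 genes of different response circled and the line of equal response dashed. Of the control-only genes, 908 lie in the quadrants where both lines change in the same direction.

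The largest changes with DHT in control, among genes with a mean normalized count of at least 100 and the same direction in every replicate, were found in KO as well. SLC38A4 (ENSG00000139209, chromosome 12, 47158544 to 47226191) rose from 3.9 ± 0.1 to 270.5 ± 61.5 normalized counts (SD, n = 2) in control, a log2 fold change of 6.12 (standard error 0.55, adjusted p = 2.37e-26), and by 6.88 (standard error 0.68, adjusted p = 4.48e-22) in KO. SLC38A4 had only 2.5 ± 0.4 normalized counts (SD, n = 2) in KO EtOH, near the floor of detection. The size of its rise in KO is therefore uncertain. CCDC141 (ENSG00000163492, chromosome 2, 179694484 to 179914864) rose by 5.21 (standard error 0.33) in control and 5.04 (standard error 0.37) in KO. TRGC1 (ENSG00000211689, chromosome 7, 38297480 to 38305279) rose by 5.53 (standard error 0.52) and 4.43 (standard error 0.32), though 34.2% of the 50-base words in its transcripts occur in transcripts of other genes and its counts are uncertain. The largest falls in control were those of PLPPR1 (ENSG00000148123, chromosome 9, 103791009 to 104087417), with -3.46 (standard error 0.23) in control and -2.55 (standard error 0.18) in KO, GASK1B (ENSG00000164125, chromosome 4, 159045626 to 159094470), with -3.29 (standard error 0.22) and -2.46 (standard error 0.22), and AMIGO2 (ENSG00000139211, chromosome 12, 47469490 to 47473742), with -2.78 (standard error 0.29) and -2.61 (standard error 0.29). None of these 6 genes passed the test of the difference between the lines in the main fit, the smallest adjusted p being 0.21 for PLPPR1. Without replicate 2 of control EtOH, which leaves 1 sample in that group, the difference for PLPPR1 was 1.078, beside 0.912 in the main fit.

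Known androgen-responsive genes, listed before the processed files were seen, responded to different degrees. FKBP5 (ENSG00000096060, chromosome 6, 35541362 to 35696360) rose by 4.02 (standard error 0.1) on the log2 scale in control and by 4.0 (standard error 0.1) in KO, a difference of -0.02 (standard error 0.14). KLK3 (ENSG00000142515, chromosome 19, 51358171 to 51364020), which encodes prostate-specific antigen, rose by 0.86 (standard error 0.13) in control and 1.24 (standard error 0.13) in KO, and the difference of 0.38 (standard error 0.19) did not pass. ACSL3 (ENSG00000123983, chromosome 2, 223725660 to 223809357) rose by 2.52 in control and 2.05 in KO, and this difference of -0.47 (standard error 0.14, adjusted p = 0.107) did not pass either. The rises of KLK2, PLPP1 and RAB3B were 2.06, 1.33 and 1.5 in control and 1.91, 1.69 and 1.79 in KO. A like response does not mean a like level. In DHT, FKBP5 (-0.59, standard error 0.09) and ACSL3 (-0.76, standard error 0.1) were lower in KO than in control, past the threshold. KLK3 was higher in KO, also past it (0.69, standard error 0.13). KLK2, PLPP1 and RAB3B did not pass there (0.35, -0.16 and 0.07). STEAP4 had at most 6.7 normalized counts in any sample, and a change in it was not detectable at this depth.

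The difference in DHT response between the lines was tested for each gene. Of 13478 genes tested, 55 passed, with a higher log2 response in KO for 30 and a lower one for 25. In 36 of the 55 the gene changed with DHT in control and the change was smaller in KO or had the other sign, 24 of them genes raised and 12 genes lowered by DHT. In 10 the control change was larger in KO, 5 passed in KO only, and 4 passed in neither line. The replicate block gave 49 genes. This count depended on the fit more than the others did: edgeR's quasi-likelihood test gave 24 genes and a fit of only the starved samples 19.

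TMPRSS2 (ENSG00000184012, chromosome 21, 42836227 to 42903043, minus strand) had the largest gain of response in KO. Its normalized count rose from 1238.6 ± 116.5 to 3082.5 ± 105.3 (SD, n = 2) in control and from 830.2 ± 37.6 to 5399.5 ± 459.2 (SD, n = 2) in KO. The log2 fold changes were 1.32 (standard error 0.12) and 2.7 (standard error 0.12), and their difference was 1.39 (standard error 0.17, adjusted p = 4e-13). RDH16 (ENSG00000139547, chromosome 12, 57345215 to 57353158) changed by -1.01 (standard error 0.21) in control and changed by 0.22 (standard error 0.19) in KO, a difference of 1.23 (standard error 0.29, adjusted p = 0.007). TRPM8 (ENSG00000144481, chromosome 2, 234826018 to 234928166) rose by 1.05 (standard error 0.13) in control and 2.26 (standard error 0.13) in KO, a difference of 1.21 (standard error 0.19, adjusted p = 2.64e-07). Fitting only the starved samples left RDH16 at 1.239 with an adjusted p of 0.144, past the threshold no longer.

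Among genes with a mean normalized count of at least 100, the largest losses of response in KO were those of UGT2B11, UGT2B28 and TNFAIP3. UGT2B11 (ENSG00000213759, chromosome 4, 70065669 to 70080466) rose from 22.8 ± 1.3 to 706.4 ± 43.8 normalized counts (SD, n = 2) in control and from 74.3 ± 13.2 to 397.6 ± 35.5 in KO, a difference in log2 response of -2.52 (standard error 0.32, adjusted p = 9.41e-12). UGT2B28 (ENSG00000135226, chromosome 4, 70146193 to 70160768) rose from 9.7 ± 1.1 to 328.0 ± 38.3 in control and from 21.6 ± 0.1 to 184.9 ± 4.8 in KO (SD, n = 2), a difference of -1.98 (standard error 0.46, adjusted p = 0.007). These are neighbouring members of a gene family with near-identical stretches, and their counts are uncertain to that extent. TNFAIP3 (ENSG00000118503, chromosome 6, 138188351 to 138204451) rose from 55.0 ± 0.3 to 303.3 ± 9.5 in control and from 170.3 ± 5.3 to 332.6 ± 12.8 in KO (SD, n = 2), a difference of -1.5 (standard error 0.27, adjusted p = 3.9e-05). With edgeR the difference for UGT2B28 was -1.935 with an adjusted p of 0.062. With only the starved samples it was -1.969 with an adjusted p of 0.116. It also failed to pass without replicate 1 or without replicate 2 of KO EtOH (-1.98 and -1.969).

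**Figure D3:**
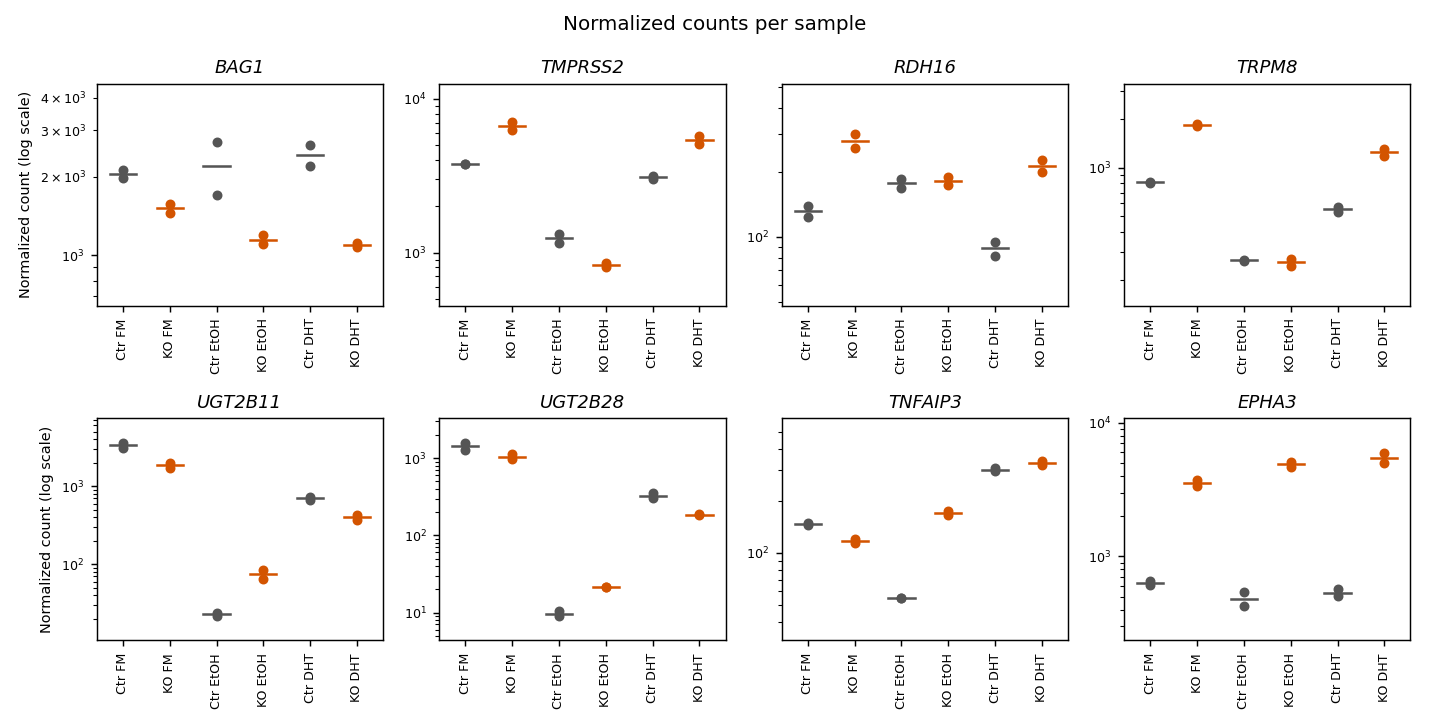
Normalized counts (log scale) of 8 named genes in each sample, grey for control and orange for Bag-1L KO, in full medium (FM), EtOH and DHT, with a point per replicate and a bar at the mean of both. For TNFAIP3 the lines meet in DHT (303.3 and 332.6) and differ in EtOH (55.0 and 170.3), whereas for TRPM8 they meet in EtOH (266.0 and 259.7) and differ in DHT (551.0 and 1244.3).

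The lines were next compared within each culture condition. In EtOH 844 genes passed, 463 higher and 381 lower in KO. In DHT 1278 passed, 747 higher and 531 lower, and in FM 1202 passed, 812 higher and 390 lower. A total of 2229 genes passed in at least one condition, and 295 in all of them with the same direction, 194 higher and 101 lower in KO. Of the 844 genes that passed in EtOH, 98.2% had the same direction in DHT and 90.3% in FM. Over those genes the log2 fold changes in EtOH correlated with those in DHT (Spearman's rho 0.896) and in FM (rho 0.829). These correlations are across genes selected in EtOH, and genes are not independent replicates. With the replicate block the counts were 823 in EtOH, 1265 in DHT and 1200 in FM. The EtOH count rose without replicate 1 of control EtOH and fell without replicate 2 of control EtOH or either replicate of KO EtOH. Such fits leave 1 sample in a group, which then adds nothing to the estimate of spread.

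The strongest differences in EtOH, under the same count minimum, recurred in the other conditions. STAC (ENSG00000144681, chromosome 3, 36421995 to 36589499) had 16.5 ± 0.9 normalized counts in control and 224.0 ± 9.3 in KO (SD, n = 2), a log2 fold change of 3.76 (standard error 0.37, adjusted p = 1.38e-21) in EtOH, with 2.03 in DHT and 2.32 in FM. EPHA3 (ENSG00000044524, chromosome 3, 89156771 to 89531284) rose from 484.6 ± 77.7 to 4891.4 ± 294.7 (SD, n = 2), with 3.33 (standard error 0.14, adjusted p = 5.85e-122) in EtOH, 3.35 in DHT and 2.5 in FM. MYD88 (ENSG00000172936, chromosome 3, 38180043 to 38184515) rose by 2.64 (standard error 0.17, adjusted p = 9.9e-50) in EtOH, 2.91 in DHT and 2.77 in FM. ALDH1A1 (ENSG00000165092, chromosome 9, 75515587 to 75695358) was lower in KO, with 270.4 ± 1.2 normalized counts in control and 14.1 ± 4.0 in KO (SD, n = 2) and log2 fold changes of -4.28 (standard error 0.31, adjusted p = 3.58e-39) in EtOH, -3.92 in DHT and -4.3 in FM. PHLDB2 (ENSG00000144824, chromosome 3, 111451344 to 111695364) changed by -3.03 (standard error 0.21, adjusted p = 3.52e-43), -1.98 and -2.22, and GYG2 (ENSG00000056998, chromosome X, 2746863 to 2800859) by -2.92 (standard error 0.3, adjusted p = 1.27e-19), -2.42 and -2.64, in the same order. All of these passed in every condition and under every alternative that kept the gene.

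Full medium, which contains the hormones of serum, was compared with starvation in EtOH. In control 3956 genes passed, 1820 higher and 2136 lower in FM, and in KO 3578 passed, 1783 higher and 1795 lower. Of the 2001 control DHT genes, 1112 (55.6%) passed in FM in the same direction and 39 in the opposite one. Of the 1346 KO DHT genes, 952 (70.7%) passed in FM in the same direction and 5 in the opposite one. DHT and FM were each set against the same EtOH samples, so their errors are shared. Across genes, the FM change correlated with GC content in control (Spearman's rho -0.309) and hardly in KO (rho -0.077). With the replicate block the FM counts were 3918 in control and 3514 in KO. The control count rose without replicate 1 of control EtOH and fell without replicate 2 of control EtOH or either replicate of control FM. These fits, too, leave 1 sample in a group, which adds nothing to the estimate of spread.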

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

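The DHT response differed between the lines by the interaction test for 55 genes, which flagged the set for a closer look. Technical explanations were weighed by tests. Across the 13478 tested genes the difference in response correlated weakly with GC content (Spearman's rho 0.06) and with transcript length (rho 0.149), both under the bound of 0.3 set before the results were seen. A shifted starting point in EtOH, predicted only after the named genes had been seen, made up a median of 7.8% of the difference over the 55 genes, under the 50% set for it. This median covers unlike genes: the share was over 50% in 18 of the 55, between 0 and 50% in 16 and under 0 in 21. For TNFAIP3 it was 108.8% and for UGT2B11 67.1%, so the difference of these genes lay mostly in EtOH. For UGT2B28 it was 58.1%, which does not settle where the difference lay. Its EtOH difference did not pass (1.15, standard error 0.42, adjusted p = 0.061). Its DHT difference did (-0.83, standard error 0.18, adjusted p = 9.42e-05). By passing genes, 38 of the 55 also differed between the lines in DHT, 21 in EtOH, 10 in both and 6 in neither. No single explanation covers the set. A clonal difference between the lines was not separated from the loss of Bag-1L and the count itself depended on the fit.

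Among the named genes, TMPRSS2 (1.39), RDH16 (1.23) and TRPM8 (1.21) were flagged because the interaction test gave a higher log2 response in KO. For TMPRSS2 and TRPM8, which DHT raises, the change was larger in KO, the opposite of the 36 genes whose change was reduced there. In TRPM8 the lines met in EtOH and differed in DHT. Fewer than 1% of the 50-base words of these genes' transcripts occur in other genes. TMPRSS2 and TRPM8 passed under every alternative. RDH16, with the lowest counts of these genes, passed in the main fit but in only some alternatives, for example not when only the starved samples were fitted (1.239, adjusted p = 0.144).

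TNFAIP3 (-1.5), UGT2B11 (-2.52) and UGT2B28 (-1.98) were flagged for a lower log2 response in KO. For the UGT2B genes, reads shared between family members were weighed, in a prediction written after the flag was seen. Of the 50-base words of its transcripts, 36.1% in UGT2B11 and 34.3% in UGT2B28 occur in transcripts of other genes, between the bounds of 10% and 50% set for the test. This percentage is the same for every sample, so it cannot show whether shared reads differed between the lines. An effect of shared reads on the lower response of these genes is left open. UGT2B28 no longer passed with edgeR (-1.935), nor with only the starved samples (-1.969, adjusted p = 0.116). It did not pass without replicate 1 or without replicate 2 of KO EtOH either (-1.98 and -1.969). TNFAIP3 has no shared words of this length, passed under every alternative, and differed between the lines in EtOH but not in DHT.

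The reads that HTSeq set aside are outside the main measurement. In FM the share of reads overlapping several genes was 7.22% ± 0.08 (SD, n = 2) in KO and 6.92% ± 0.03 (SD, n = 2) in control, with both KO samples above both control samples, which flagged it. Of 9 such comparisons of tallies, 1.5 would be flagged by chance, since the KO pair comes out on top in 1 in 6 orders of the samples. The rule looked only for KO above control. In DHT both KO samples lay below both control samples in this share (7.01% and 7.29% against 7.43% and 7.38%). So did their share of reads aligning to several places (16.85% and 17.24% against 17.48% and 18.19%). No explanation was tested for the FM flag or for these differences in DHT. Groups of 2 samples are too small for a test of outlying samples.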

How the results depend on the processing

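All alternatives but the replicate block within each line, which was chosen after seeing the data, were listed before the processed files arrived. Without a fold change minimum, every count but that of the interaction moved past 1.5 times: for DHT to 3491 genes from 2001 in control, 2384 from 1346 in KO and 1944 from 1063 in both, for KO against control to 1620 from 844 in EtOH, 2620 from 1278 in DHT and 2776 from 1202 in FM, and for FM against EtOH to 6478 from 3956 in control and 5887 from 3578 in KO. This admits small changes and shows how much the counts owe to the cut. The interaction count fell from 55 to 24 with edgeR and to 19 with only the starved samples. KO against control in EtOH fell from 844 to 531 with only those groups. Fewer samples estimate the dispersion in such fits, but this was not tested as the cause of the fall. The same change gave 1104 genes from 1278 in DHT and raised the FM count from 1202 to 1261. All counts stayed within 1.5 times under TMM size factors, both filters, the prior, either replicate block and thinning.

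The share of the control response kept in KO, 75.0%, was 71.9% with edgeR, 77.8% with only the samples compared and 70.3% without a fold change minimum. The KO response seen in control, 102.1%, was 100.6% with edgeR, 103.2% with TMM, 103.4% with at least 10 counts in every sample, 99.4% with the prior, 102.7% with only the samples compared, 101.3% with the replicate block, 101.2% with the replicate block within each line and 105.1% without a fold change minimum. Its SD of 0.5 comes from 2 values that both lie below 102.1%, and makes this a narrow bound.

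Leaving out a replicate gave from 1737 to 2218 genes for DHT in control, 963 to 1066 in KO and 816 to 971 in both, 16 to 155 for the interaction, 480 to 1439 for KO against control in EtOH, 720 to 1556 in DHT and 520 to 901 in FM, and 2993 to 4712 for FM against EtOH in control and 2933 to 3002 in KO. The response kept in KO ranged from 63.7% to 76.5% and its mirror from 99.7% to 105.2%. Such a fit leaves 1 sample in a group, which then adds nothing to the estimate of spread. Gene counts can rise or fall for that reason alone. The interaction count rose without either replicate of control EtOH, the pair lying farthest apart, and fell without any other replicate. Thinning left it at 51.

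The filter of at least 10 counts in every sample removed 6 named genes (CCDC141, SLC38A4, STAC, STEAP4, TRGC1 and UGT2B28), which have no value under it. Of 1071 rows for the named genes, 1050 were unchanged in sign and in passing the threshold, 11 weaker, 1 stronger and 9 reversed. A weaker row lost the threshold, a stronger row gained it and a reversed row changed sign. The size of an unchanged row could still move. The difference for UGT2B28, for example, was -1.444 with the prior against -1.98 in the main fit. A row that never passed counted as unchanged while it kept its sign. The reversed rows are differences in response near 0, apart from STEAP4. FKBP5 was 0.013 with edgeR and 0.014 with TMM, against -0.02. With a replicate left out, it ranged from -0.089 to 0.053, KLK2 from -0.366 to 0.037, RAB3B from -0.112 to 0.597, CCDC141 from -0.385 to 0.027 and the DHT change of STEAP4 in control from -0.402 to 0.757, with the ends set by one or other replicate of control EtOH.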

Other observations

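Fewer genes passed for DHT in KO (1346) than in control (2001). The predictions on depth, replicate noise, abundant genes and the EtOH baseline were written before the results were seen. With all libraries thinned to the same total the ratio of the control to the KO count was 1.48, beside 1.49 before. Replicates lay closer together in KO than in control, with a ratio of distances of 0.51, so noisier KO replicates are not the source. Noisier control replicates were weighed separately, since the main fit estimates the spread of each gene over both lines. In a test set up after the counts were known, each line was fitted on its own EtOH and DHT samples, which gave 1379 genes in control and 1335 in KO, a ratio of 1.03. The KO count did not rise when freed of the control spread, as that explanation would have it, and the control fit lost power, so the test leaves open whether the shared spread made the gap. The share of the 10 most abundant genes differed between the lines by at most -0.48 percentage points in EtOH and DHT. The EtOH baseline, signed by the control response, was -0.45 times the median loss of response, under the 0.5 that would have pointed to a raised baseline, and opposite in sign. Across genes the control response was unrelated to GC content (rho 0.064) and transcript length (rho -0.006), in tests added afterwards. The gap in counts therefore cannot be told apart from an effect of sharing the spread between lines of unequal noise.

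The size of the response does not rest on such counts alone. In the fits of each line on its own, KO kept 77.8% of the control response over genes selected in control, and control showed 102.7% of the KO response over genes selected in KO. Selection by the values compared lowers both percentages, and a test for it was set up after they were known. Genes were selected on the mean change of both lines in one replicate number and measured in the other. KO then had 88.0% of the control response over 1248 genes measured in replicate 2 and 84.7% over 1178 genes measured in replicate 1, a mean of 86.4%, under the 90% set for it. Selection alone thus did not account for the smaller response, and a modestly smaller DHT response in the KO line remains a hypothesis. The design has a single KO line, so an effect of Bag-1L loss and a difference between clones cannot be told apart.

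The genes passing in control only looked like a lost program by count, 938 genes, but 96.8% of them moved the same way in KO. The bound for this share, at least 90%, was set after the plot values were known. This argues against a switch from response to no response for most of them, and only 17 of them passed the test of the difference. It does not show a smaller response in KO, since selection in one line by itself leaves smaller changes in the other. The mirror set behaved alike: of the 283 genes passing in KO only, 274 moved the same way in control.

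Genes on chromosome 8 were shifted upward in KO as a block. Over 400 genes on it, the median of the KO minus control log2 fold change, averaged over the culture conditions, was 0.27, with 0.254 in EtOH, 0.27 in DHT and 0.252 in FM. The median was between 0.227 and 0.302 in every one of the pairs of KO and control samples with the same replicate number, and 84.2% of the genes were higher in KO. No other chromosome had a median above 0.017 when averaged over the culture conditions. Within a single condition the highest was 0.161, for chromosome 19 in FM, beside -0.034 in EtOH and -0.066 in DHT. Windows of 20 neighbouring genes were tested for this, with a prediction written before the results were seen: the SD of the window medians was 1.8 times the mean of 100 shuffles of the gene order (0.106 against 0.059), and none of the shuffles was as large. Among 551 windows, the lowest medians were on chromosome 12 between 93771659 and 98944129 (-0.337) and between 98987369 and 104347709 (-0.305), and a window on chromosome 13 between 20207799 and 24881212 had a median of 0.334. A candidate explanation is a difference in copy number between the lines, for example an added copy of chromosome 8 in part of the KO cells or in a line with several copies. DNA was not analysed here. Chromosome 8 held 12 (9.6%) of 125 windowed genes higher in KO in every condition, beside 3.6% of all windowed genes. Its shift would thus bear on only a small part of those 125 genes. Of 203 windowed genes different in every condition, 10 (4.9%) lay in windows with a median over 0.3 in size, beside 2.0% of all windowed genes. The chromosome 8 median of 0.27 lies under this cut, as do some of its windows (for example 0.263 between 38120648 and 42885678). The 4.9% is therefore no upper bound on the part of copy number. Genes that passed in only some conditions were not counted in this way, so the part of copy number in them is open.

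KO against control in FM was related to GC content across genes, with a rho of 0.49, past the bound of 0.3, whereas rho was 0.088 in EtOH and 0.106 in DHT. Transcript length gave at most -0.296 in any condition. These tests were added after the counts were known. For FM against EtOH rho with GC content was -0.309 in control, also past the bound, and -0.077 in KO, and with transcript length at most 0.167. The FM difference between the lines and the FM change in control may hence contain a library effect of GC content, and their 1202 and 3956 genes are less secure than the counts suggest. A biological source of the same trend was not tested.

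The replicates of control EtOH lay 0.238 apart on the log2 scale, and 1173 (10.3%) of 11374 genes differed between them by at least 1.5 times, beside 22 to 253 genes in the other groups. Predictions for this pattern were written after it was seen. The replicate 2 minus replicate 1 difference correlated across genes with transcript length (rho -0.604) and with GC content (rho 0.354), both past 0.3. It was hardly related to the DHT response in KO (rho -0.071), which speaks against uneven exposure to androgen, and the totals differed by only 1.03 times. A difference in RNA or library quality between these samples is a candidate source, in which long transcripts were counted lower in replicate 2. BAG1 itself had 1701.5 and 2702.6 normalized counts in these replicates, a spread that matters for its fall in KO. Correlations with length were also present between the replicates of control DHT (-0.469), KO DHT (-0.431), KO EtOH (0.399) and KO FM (-0.342), and with GC content in KO DHT (0.705) and control FM (-0.57), so the trend is not confined to this pair.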
